A study of Mus musculus with 59 samples.

How the data were processed

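Poly(A) RNA of cortex and hippocampus from 30 male mice of 4 labelled genotypes was sequenced in 59 stranded, paired-end libraries. Raw counts per gene were deposited by the authors with 1 column per library and no normalization. The signal values, deposited by the authors as normalized counts, are the raw counts divided by 1 factor per library, which was checked on the values (largest relative range within a library 9.85e-10). In cortex the factors equal those of the median of ratios (ratio 1), and in hippocampus the ratio ranges from 0.997486 to 0.999494 over libraries. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here.

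The count table holds 57180 gene rows, of which 44147 are above 0 in any library, 7074 have a blank symbol and 67 symbols stand on more than 1 row. All 37 mitochondrial gene rows hold 0 counts. Library totals ranged from 21443017 to 32120906 counts. Positions, lengths and GC content came from GENCODE vM21 (GRCm38), which matched 97.3% of tested genes in cortex and 97.4% in hippocampus. Copies of mitochondrial genes were found with blastn 2.17.0 at a minimum identity of 95% over at least 200 bases.

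Groups were taken from the labels. Before the data were examined, the comparisons, the gene lists, the alternatives and the rule for named genes were fixed. Counts were analysed with R 4.3.3 and the data.table package (version 1.17.8). The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, its filter on low counts and robust dispersion, with all 4 genotypes of a tissue fitted together and a false discovery rate of 0.05. Each heterozygous genotype was compared with wild type and double het with each single het, and the interaction was double het minus both single effects on the log2 scale. Differences between tissues were fitted with the animal as a block. Lists of at least 3 measured genes, 43 in all, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. Exact permutation tests of set means were two-sided, with Benjamini-Hochberg adjustment over 10 comparisons per set. Log2 CPM used a prior count of 2, and counting intervals are 95% intervals that cover counting error only. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

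Named genes followed a rule. For each comparison with wild type and each interaction these were Slc25a1 and Mrpl40, and, among genes past the test with a mean log2 CPM of at least 0 and a symbol that is not a predicted gene's, the 6 largest rises and the 6 largest falls. To these came the 4 smallest p not yet named, 2 members of each list among those past the test, and the 5 smallest p where fewer than 5 genes passed. For the other comparisons the rule gave the targeted genes, the 5 smallest p and 1 member per list. Other genes in the text were chosen after their values were seen.

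Alternatives were no filter, a fold of at least 1.2, 2 surrogate variables (sva 3.50.0), DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, only the genotypes compared, the replicate number as a block, no animal block, both other list tests, the deposited normalized counts as log2 of the value plus 1, and wild-type animals split by odd and even number. Chosen after seeing the data were fits without the 6 animals whose Slc25a1 level goes against the label, without 3 hippocampus libraries with high cerebellar or choroid plexus markers, without wild-type hippocampus library 8, and with length and GC content trends as offsets. Other splits of the samples were drawn 100 times per comparison, or 24 times with the animal block. Unchanged groups against the same wild type were simulated 20 times, with genes drawn independently.

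The animal numbers were checked as pairs over 5000 genes: deviations from the group mean correlated across genes with a median of 0.125 between the tissues of the same animal (range -0.0319 to 0.391 over 29 animals), against -0.00673 between different animals, and genes are not independent replicates.

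The pipeline was tested on simulated data with 200 changed genes. In cortex labelled double het it recovered 53.7%, 89.6% and 97% of changes of 1.2-fold, 1.5-fold and 2-fold, with 4 false calls, and in hippocampus 41.8%, 88.1% and 97%, with 4 false calls. For the interaction it recovered 14.9%, 77.6% and 95.5% in cortex with 12 false calls, and 8.96%, 59.7% and 87.9% in hippocampus with 6. For the tissue difference of double het it recovered 19.4%, 71.6% and 98.5%, with 6 false calls. A list moved by 1.15-fold, complex I, was called by camera with both correlations and by fry, and camera called 0 other lists. Genes were drawn independently in these simulations, so that they do not test camera on correlated genes. In other splits of the real libraries, camera at its preset correlation called a median of 6 (cortex double het) to 10 lists (hippocampus interaction). The simulated change was also larger than that of complex I in hippocampus labelled Slc25a1 het.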

Results

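Poly(A) RNA from the cortex and hippocampus of male mice was sequenced to ask how 2 mitochondrial genes of the region matching human 22q11.2 act alone and together. Slc25a1 encodes the mitochondrial citrate carrier, and Mrpl40 encodes a protein of the large subunit of the mitochondrial ribosome. The labels name 4 genotypes: wild type, heterozygous for Slc25a1 (Slc25a1 het), heterozygous for Mrpl40 (Mrpl40 het) and heterozygous for both (double het). In that order, cortex was represented by 9, 7, 7 and 7 libraries and hippocampus by 8, 7, 7 and 7. The 59 libraries came from 30 animals, of which 29 gave both tissues. The total count per library, which sets the precision of each value, ranged from 21443017 to 32120906. In cortex it ranged from 24068959 to 31854093 in wild type, 21443017 to 30953322 in Slc25a1 het, 26587179 to 32120906 in Mrpl40 het and 22100013 to 29246582 in double het. In hippocampus the ranges were 21467790 to 28700192, 25251231 to 29895407, 24614884 to 30347791 and 22181973 to 29222558 in the same order.

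Slc25a1 (ENSMUSG00000003528, on the minus strand of chromosome 16 from 17925223 to 17928219 in GRCm38; the authors' build is not given) lay on a low or a high level in every library. In cortex 12 of 30 libraries lay between 10.6 and 13 CPM (the count scaled to the size of the library) and the rest between 20.8 and 26.1 CPM. In hippocampus 12 of 29 libraries lay between 10.8 and 13.1 CPM and the rest between 21.4 and 27.7 CPM. Each of the 29 animals with both tissues lay on the same level in both. All libraries labelled Mrpl40 het lay on the high level, with means of 22.5 ± 1.07 CPM (SD, n = 7) in cortex and 24.6 ± 1.02 CPM (SD, n = 7) in hippocampus. The level went against the label in 6 animals, so that genotypes are given throughout as labelled and directions refer to the labels. List members named without passing the test were chosen after their values were seen. Wild-type animals 6 and 7 lay on the low level, with 12.6 and 12.0 CPM in cortex and 11.4 and 12.3 CPM in hippocampus. Slc25a1 het animals 12 and 13 lay on the high level, with 21.5 and 24.0 CPM in cortex and 24.5 and 21.5 CPM in hippocampus. Double het animals 29 and 30 also lay on the high level, with 21.6 and 20.8 CPM in cortex and 27.7 and 21.4 CPM in hippocampus. Because of these animals the labelled groups spread widely: cortex means were 21.6 ± 5.36 CPM for wild type (n = 9), 15.0 ± 5.38 CPM for Slc25a1 het (n = 7) and 14.1 ± 4.89 CPM for double het (n = 7). By edgeR the log2 fold change of Slc25a1 against libraries labelled wild type was -0.53 ± 0.20 (SE) in cortex labelled Slc25a1 het, with an adjusted p of 1, and -0.61 ± 0.20 in cortex labelled double het, with an adjusted p of 0.247. In hippocampus it was -0.53 ± 0.22 for Slc25a1 het (adjusted p 0.599) and -0.47 for double het (adjusted p 0.933). Fits without the 6 animals are no test of Slc25a1, since these animals were picked by its level.

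Mrpl40 (ENSMUSG00000022706, on the minus strand of chromosome 16 from 18872018 to 18876862 in GRCm38) had nearly the same level in every labelled group. In cortex its mean was 17.7 ± 1.52 CPM in wild type (n = 9), 17.3 ± 1.53 in Slc25a1 het (n = 7), 17.2 ± 1.54 in Mrpl40 het (n = 7) and 17.3 ± 1.40 in double het (n = 7). In hippocampus the means were 15.8 ± 1.22 (n = 8), 15.5 ± 0.79, 15.8 ± 1.10 and 16.1 ± 1.02 CPM (n = 7 each). The log2 fold change of Mrpl40 against wild type was -0.043 in cortex labelled Mrpl40 het and -0.00044 in hippocampus labelled Mrpl40 het, and its sign in hippocampus turned with the processing. The SE of these values were 0.061 and 0.054. If the labels hold, they argue against an allele that lowers the Mrpl40 count as far as the 2 levels of Slc25a1 lie apart. The kind of mutation is not given in the sources used here, so that gene counts neither back nor contradict the Mrpl40 labels.

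**Figure D1:**
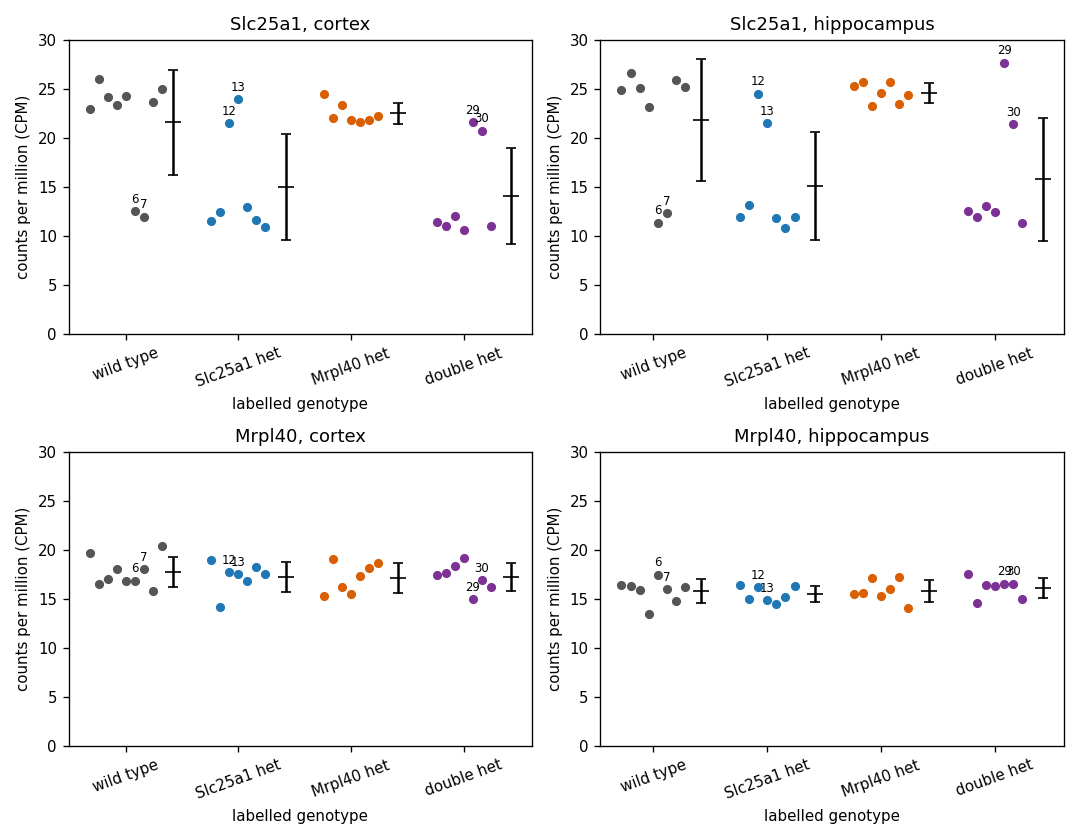
CPM of Slc25a1 and Mrpl40 in each library by labelled genotype, in cortex and hippocampus, with the mean and SD of each group; the 6 animals whose Slc25a1 level goes against the label are numbered. Slc25a1 falls on a low level of 10.6 to 13.1 CPM and a high level of 20.8 to 27.7 CPM, and Mrpl40 shows a single level.

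The first comparison asked what a single working copy of Slc25a1 does in cortex. In the libraries labelled Slc25a1 het, nuclear genes for mitochondrial proteins lay slightly below wild type as a group. Of the 29 measured proteins of the small subunit of the mitochondrial ribosome, 24 lay below, with a median log2 difference of -0.057 and, among them, Mrps7 at -0.095 ± 0.032 (SE) and Mrps24 at -0.21 ± 0.081. Of the 36 measured nuclear subunits of complex I, the NADH dehydrogenase of the respiratory chain, 30 lay below (median -0.042), with Ndufa5 at -0.15 ± 0.041 and Ndufa13 at -0.11 ± 0.033. Cholesterol synthesis genes lay below in 21 of 23 members (median -0.037), and all 12 oligodendrocyte markers, such as the myelin gene Mog at 0.19 ± 0.17, lay above (median 0.16). Chrna7, a subunit of the nicotinic acetylcholine receptor, had the smallest p after the predicted gene Gm7331 and went from 4.68 ± 0.74 CPM (SD, n = 9) to 3.44 ± 0.55 CPM (SD, n = 7), a log2 fold change of -0.44 with an edgeR adjusted p of 0.961, which does not pass.

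No gene passed in that comparison by edgeR among 20394 tested, with 646 at an unadjusted p under 0.05, and none by DESeq2. With the p-values adjusted over the list alone, 3 complex I subunits passed (Ndufa5, Ndufa13 and Ndufa3) against 0 over all genes, as did Cox6b1 of complex IV and Uqcr11 and Uqcrq of complex III. Camera with its preset correlation called the small mitochondrial ribosomal subunit (adjusted p 5.4e-05), complex I (3.06e-05), complex IV (0.00754), the large mitochondrial ribosomal subunit (0.00807), cholesterol synthesis (0.00284) and oligodendrocyte markers (0.0201). With an estimated correlation the p-values were 0.0129, 0.116, 0.135, 0.157, 0.148 and 0.355, and none passed over the 43 lists. Without the 6 animals no gene was called besides Slc25a1, by which they were picked, and 13 lists were called in place of 6. The lower respiratory genes were not particular to Slc25a1 het in cortex. Ndufa13, Uqcr11 and Cox6b1 also passed adjusted over the list alone in Mrpl40 het and double het, and Ndufa3 and Uqcrq in double het. The complex I mean differed from wild type by -0.045 in Slc25a1 het, -0.039 in Mrpl40 het and -0.030 in double het.

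In cortex labelled Mrpl40 het, 5 of the 6 genes that passed are nuclear copies of mitochondrial genes. The mitochondrial genome holds 37 gene rows in the table, all at 0 in every library, while pseudogene copies of them in the nuclear genome do hold counts. Gm28439, whose whole sequence is identical to part of mt-Nd4 of complex I, rose from 872 ± 55.4 CPM (SD, n = 9) in wild type to 1089 ± 54.3 CPM (SD, n = 7), a log2 fold change of 0.32 ± 0.041 (SE) with an edgeR adjusted p of 2.34e-05. Gm10925, a copy of mt-Atp6 of the ATP synthase, rose by 0.32 ± 0.041, from 2320 to 2894 CPM (adjusted p 2.34e-05). Gm10222, a copy of mt-Nd4l, rose by 0.32 ± 0.046 (adjusted p 0.000177), Gm28437, a copy of mt-Co3 of cytochrome c oxidase, by 0.24 ± 0.042 (0.00669) and Gm28661, a copy of mt-Co2, by 0.22 ± 0.040 (0.0106). These 5 copies lie on chromosome 1 between 24611535 and 24615565 in GRCm38. Their sequence is identical to that of the mitochondrial genes, so that it is uncertain from which of the pair the reads came.

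The set of all 11 such copies found in the annotation, which cover 9 mitochondrial genes, was put together after these calls were seen and holds the 5 called copies; 11 of 11 lay above wild type in cortex labelled Mrpl40 het, with a median log2 fold change of 0.24. The mean log2 CPM of the set was 7.42 ± 0.073 (SD) in the 7 libraries labelled Mrpl40 het and 7.19 ± 0.089 in the 9 wild-type libraries. This difference of 0.23 had a two-sided exact permutation p of 0.00035 (0.00155 adjusted over the 10 comparisons of the set), and 6 of the 7 libraries lay above every wild-type library. In cortex labelled Slc25a1 het the difference of the set was -3.1e-05, with an exact permutation p of 1.

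**Figure D2:**
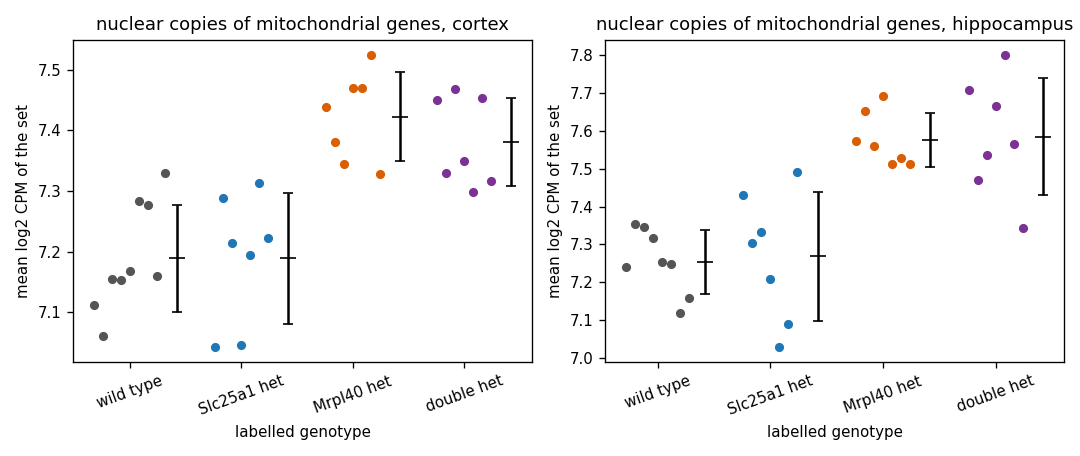
Mean log2 CPM of the 11 nuclear copies of mitochondrial genes in each library by labelled genotype, in cortex and hippocampus, with the mean and SD of each group. Libraries labelled Mrpl40 het and double het lie higher than those labelled wild type by 0.23 and 0.19 in cortex and by 0.32 and 0.33 in hippocampus.

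Genes of immune cells lay lower in cortex labelled Mrpl40 het. All 12 microglia markers lay below wild type (median log2 difference -0.089), as did all 16 genes of complement and antigen presentation (median -0.18). C1qa and C1qb, which encode chains of the complement protein C1q, were at -0.28 ± 0.060 (SE) and -0.23 ± 0.062. Cytosolic ribosomal protein genes lay below in 63 of 80 members (median -0.052), with Rps16 at -0.19 ± 0.040. Their mean differed by -0.050 (two-sided exact permutation p 0.156), and by -0.020 (exact permutation p 0.466) with the length and GC trend removed. Mrpl40 het library 2 stood apart in these genes at 5.08 log2 CPM (nearest 4.93), which makes the mean fall smaller. Cholesterol synthesis genes lay above in 20 of 23 members (median 0.072), with Hmgcs1, an early enzyme of the pathway, at 0.11 ± 0.042, and all 12 oligodendrocyte markers lay above (median 0.30). Apoe, the main lipid carrier protein of the brain, was at -0.22 ± 0.055.

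By edgeR 6 of 20394 genes passed in cortex labelled Mrpl40 het, 5 higher and 1 lower, the lower being the predicted gene Gm7331 (-0.18 ± 0.035, adjusted p 0.0342), with 1416 at an unadjusted p under 0.05; DESeq2 called 23. Adjusted over the list alone, 3 microglia markers, 2 complement genes and 5 cytosolic ribosomal protein genes were lower, against 0 of each over all genes. The 2 complement genes, C1qa and C1qb, also stand among the 3 microglia markers. Camera called 12 of 43 lists, among them microglia markers (adjusted p 4.98e-07), complement and antigen presentation (1.92e-06), cytosolic ribosomal proteins (3.4e-07), cholesterol synthesis (1.47e-05) and oligodendrocyte markers (2.44e-05). With an estimated correlation their p-values were 0.0176, 0.00551, 0.15, 0.064 and 0.152, and none passed over the lists. Camera also called endothelial and pericyte markers, 11 of 12 below (0.0712 with an estimated correlation), and all 10 fibroblast and meningeal markers, which lay below by a median of -0.33 (0.338 with an estimated correlation).

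In the main fit cortex labelled double het carried the most calls against wild type, a lead lost with a fold of at least 1.2. Of the 5 nuclear copies of mitochondrial genes called in Mrpl40 het, 3 passed here: Gm10222 rose by 0.24 ± 0.046 (SE), Gm10925 by 0.22 ± 0.041 and Gm28439 by 0.22 ± 0.041, each with an edgeR adjusted p of 0.0224, while Gm28437 (0.14 ± 0.042, adjusted p 0.169) and Gm28661 (0.15 ± 0.040, 0.115) did not pass. Among genes with known functions, C1qa fell from 30.0 ± 1.61 CPM (SD, n = 9) to 24.3 ± 0.98 CPM (SD, n = 7), a log2 fold change of -0.31 ± 0.060 (edgeR adjusted p 0.0262). Slc38a3, a glutamine transporter, fell from 69.0 to 59.1 CPM (-0.22 ± 0.044, adjusted p 0.0262), and Mt3, a metal-binding metallothionein of the brain, from 146 to 128 CPM (-0.19 ± 0.035, adjusted p 0.0224). The ribosomal protein genes Rps2 (-0.22 ± 0.047, adjusted p 0.0401) and Rps15 (-0.18 ± 0.037, adjusted p 0.0318) fell as well.

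Other falls in cortex labelled double het were those of the zinc finger gene Zfp467 (-0.27 ± 0.056, adjusted p 0.0401), the kinase gene Dapk3 (-0.19 ± 0.039, 0.0278) and the predicted genes Gm7331 (-0.22 ± 0.035, 0.00573) and Gm10263 (-0.44 ± 0.085, 0.0224). Reps2, which encodes a protein of endocytosis, rose by 0.16 ± 0.033 (0.0457). Some of the falls were not particular to double het. In wild type, Slc25a1 het, Mrpl40 het and double het, Mt3 measured 146, 135, 136 and 128 CPM. In that order Rps15 measured 200, 187, 183 and 176 CPM, and Gm7331 46.8, 41.9, 41.3 and 40.2 CPM. Slc38a3, at 69.0, 68.0, 68.0 and 59.1 CPM, fell mainly in double het. These comparisons share the wild-type libraries, so that a high level in them is not told apart from a fall. Cytosolic ribosomal protein genes lay below wild type in 73 of 80 members (median -0.078), of which 2 passed over all genes and 12 adjusted over the list alone. Their mean differed by -0.083 (two-sided exact permutation p 0.0219, adjusted 0.163), and by -0.045 (exact permutation p 0.106) with the length and GC trend removed. Microglia markers lay below in 11 of 12 (median -0.12), 1 passing over all genes and 6 adjusted over the list alone, and all 12 astrocyte markers lay below (median -0.082). Activity-dependent immediate early genes, the first to respond to neuronal firing, lay below in 20 of 24 members (median -0.33), with Junb at -0.70 ± 0.33 and Egr4 at -0.60 ± 0.29. Of the 32 measured neighbours of Slc25a1 and Mrpl40 in the 22q11.2-matching region, 0 passed over all genes, and Dgcr6 (-0.17 ± 0.048) and Trmt2a (-0.13 ± 0.040) were lower adjusted over the list alone.

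By edgeR 14 of 20394 genes passed in cortex labelled double het, 4 higher and 10 lower, with 2226 at an unadjusted p under 0.05; DESeq2 called 111, 36 higher and 75 lower. Camera called 7 lists, among them cytosolic ribosomal proteins (adjusted p 6.06e-11), microglia markers (1.42e-06), complex IV (0.00188), immediate early genes (0.00488) and astrocyte markers (0.00876). With an estimated correlation the unadjusted p-values were 0.0802, 0.0214, 0.0935, 0.309 and 0.133, and with that correlation no list passed (smallest adjusted p 0.679). Without the 6 animals, 4 of them labelled double het or wild type, 2 genes passed in place of 14, Hipk2 and Slc25a1, by which the animals were picked. From these fewer libraries Mt3 was at -0.18 ± 0.041, C1qa at -0.31 ± 0.073 and Gm10925 at 0.23 ± 0.049. With length and GC content trends as offsets, also chosen after seeing the data, 4 of the 14 passed (Slc38a3, Gm10222, Gm10925 and Gm28439). Mt3 then stood at -0.081 ± 0.031 (adjusted p 0.401), Rps15 at -0.076 ± 0.034 (0.497), Dapk3 at -0.10 ± 0.033 (0.325), Rps2 at -0.17 ± 0.043 (0.143) and C1qa at -0.23 ± 0.055 (0.1). The set of nuclear copies differed from wild type by 0.19 (two-sided exact permutation p 0.000787, adjusted 0.00197, 5 of 7 libraries above every wild-type library), and by 0.22 without those animals (exact permutation p 0.00253).

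The comparisons with Mrpl40 het and double het in cortex shared 4 called genes, 3 higher (Gm10222, Gm10925 and Gm28439) and 1 lower (Gm7331). Both use the same wild-type libraries, so that chance values are shared. Independent lists of these sizes would share 0.000981 higher and 0.00049 lower genes, and simulated unchanged groups against the same wild type shared 0. With the wild-type animals split by odd and even number, double het had 0 calls with either group of them, so that the shared calls could not be tested in this way. Across genes, which are not independent replicates, the covariance of the fold changes was 0.00923, against 0.00876 ± 0.000241 (SD of 20 simulations) with no effect, and -0.000748 after the split. For Slc25a1 het the covariance was 0.00761 with Mrpl40 het (0.00879 simulated) and 0.00733 with double het (0.00882 simulated), with 0 shared calls.

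The interaction asked whether the double het differs from the sum of the single effects, on the log2 scale, as a suppressive interaction would require. In cortex Malat1, a long non-coding RNA kept in the nucleus, came closest: it measured 2110 ± 135 CPM (SD, n = 9) in wild type, 2215 ± 198 in Slc25a1 het, 2257 ± 31.8 in Mrpl40 het and 1861 ± 103 in double het (n = 7 each). The interaction was -0.35 ± 0.063 (SE), with an edgeR adjusted p of 0.0562, which does not pass. It passed in 7 of 7 alternative fits (-0.40 to -0.33, adjusted p 0.00133 to 0.0488). In hippocampus the mean of Malat1 in double het did not lie below wild type. It was 2058 ± 178 CPM (SD, n = 8) in wild type, 2110 ± 152 in Slc25a1 het, 2307 ± 214 in Mrpl40 het and 2230 ± 223 in double het. Also among the 5 genes with the smallest p in cortex were Rbm45, an RNA-binding protein gene, at 0.31 (adjusted p 0.224), and Rchy1, a ubiquitin ligase gene, at -0.21 (adjusted p 0.354). Among mitochondrial genes, complex I had positive interactions in 27 of 36 members (median 0.056) and the small mitochondrial ribosomal subunit in 25 of 29 (median 0.045). Heat shock genes, which encode chaperones, had positive interactions in 11 of 12 members (median 0.11, Chordc1 at 0.19 ± 0.083), and immediate early genes negative ones in 22 of 24 (median -0.36).

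For the interaction in cortex edgeR called 0 of 20394 genes, with 1092 at an unadjusted p under 0.05, and DESeq2 called 2, Malat1 and Rbm45. Camera gave adjusted p-values of 0.00353 for complex I, 0.00825 for the small mitochondrial ribosomal subunit, 0.00284 for heat shock and 0.00825 for immediate early genes. With an estimated correlation these were unadjusted p-values of 0.227, 0.0638, 0.0644 and 0.329, with which no list passed, and no member of these lists passed, neither over all genes nor adjusted over the list alone.

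Set against cortex labelled Mrpl40 het, the double het differed in a single gene: Malat1 fell by 0.28 ± 0.046 (SE) on the log2 scale (edgeR adjusted p 0.0105). The set of all 11 copies of mitochondrial genes differed by -0.042 (exact permutation p 0.292). The 5 identical copies differed by -0.092 (exact permutation p 0.0245, adjusted 0.035). These 5 are the copies called in cortex Mrpl40 het, so that they may be high there by selection. Cholesterol synthesis genes lay below in 20 of 23 members (median -0.089), with Mvd at -0.18 ± 0.060 and Fdps, which makes farnesyl diphosphate, at -0.15 ± 0.056. Immediate early genes lay below in 20 of 24 (median -0.39, Arc at -0.78 ± 0.37). Camera gave adjusted p-values of 2.75e-07 and 7.49e-05 for these lists; with an estimated correlation they were unadjusted p-values of 0.0281 and 0.182, and with that correlation no list passed (smallest adjusted p 0.78). DESeq2 called 13 genes and 1416 had an unadjusted p under 0.05; without the 6 animals edgeR called 3, Malat1, Ctxn3 and Slc25a1, by which the animals were picked.

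Set against cortex labelled Slc25a1 het, the double het had 12 genes past the edgeR test, 5 higher and 7 lower. Malat1 fell by 0.25 ± 0.046 (adjusted p 0.0333), as did the unnamed transcripts Gm43318 (-0.52 ± 0.091, 0.0333), Gm43341 (-0.60 ± 0.11, 0.0375) and B830012L14Rik (-0.75 ± 0.15, 0.0375). Gm10222, the copy of mt-Nd4l, rose by 0.25 ± 0.049 (0.0375). Heat shock genes lay above in 11 of 12 members (median 0.14), 0 past the test over all genes and 4 adjusted over the list alone (Chordc1, Hsph1, Hsp90ab1 and Dnaja1). Circadian clock genes lay below in 14 of 18 (median -0.12), with Ciart at -0.36 ± 0.13. Camera gave 7.48e-05 and 0.00273 for these lists, and 0.0332 and 0.00616 as unadjusted p-values with an estimated correlation, and with that correlation no list passed (smallest adjusted p 0.265). DESeq2 called 73 genes, and 2023 had an unadjusted p under 0.05. Without the 6 animals edgeR called 0, with Malat1 at -0.26 ± 0.051, Gm43318 at -0.54 ± 0.11, Gm43341 at -0.55 ± 0.14, B830012L14Rik at -0.57 ± 0.16 and Gm10222 at 0.20 ± 0.056 from fewer libraries.

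In hippocampus labelled Slc25a1 het, genes for the machinery of respiration lay below wild type together. Of 36 nuclear complex I subunits 35 lay below, with a median log2 difference of -0.085; Ndufb6 was at -0.26 ± 0.063 (SE), Ndufb10 at -0.14 ± 0.037 and Ndufa2 at -0.16 ± 0.050. All 13 subunits of complexes II and III (median -0.067, Cyc1 of complex III at -0.14 ± 0.040), all 12 of complex IV (median -0.086, Cox5a at -0.26 ± 0.090) and 14 of 15 of the ATP synthase (median -0.073, Atp5g3 at -0.13 ± 0.037) lay below. Mitochondrial ribosomal proteins lay below in 41 of 48 members of the large subunit and 25 of 29 of the small subunit, with medians of -0.058 and -0.079. Glycolysis genes lay below in 17 of 20 (median -0.083, Tpi1 at -0.16 ± 0.050), and heat shock genes in 10 of 12 (median -0.11, Hsp90aa1 at -0.21 ± 0.069).

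The mean log2 CPM of the 36 complex I subunits was 5.36 ± 0.031 (SD) in the 7 hippocampus libraries labelled Slc25a1 het and 5.45 ± 0.063 in the 8 wild-type libraries, a difference of -0.091 with a two-sided exact permutation p of 0.0014 (0.014 adjusted over the 10 comparisons of the set); 5 of the 7 lay below every wild-type library. In cortex labelled Slc25a1 het the same difference was -0.045, with an exact permutation p of 0.0586. Astrocyte markers lay above in 11 of 12 members in the same hippocampus libraries (median 0.080, the glutamate transporter gene Slc1a3 at 0.21 ± 0.069), as did microglia markers (median 0.087), and 7 of 10 excitatory neuron markers lay below (median -0.12).

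By edgeR 0 of 20162 genes passed in hippocampus labelled Slc25a1 het, with 1567 at an unadjusted p under 0.05 and a smallest adjusted p of 0.359, and DESeq2 called 0. Among the 5 genes with the smallest p, Akr7a5, an aldehyde reductase gene, was at -0.25 and Jund, of the AP-1 transcription factor, at -0.30. Adjusted over the list alone, 8 complex I, 5 ATP synthase, 1 complex II and III and 3 heat shock genes and Hspe1, a mitochondrial chaperone gene, were lower. Otx2 of the choroid plexus (3.49 ± 1.09) and Zic1 of the thalamic list (1.65 ± 0.51) were higher, against 0 in either direction over all genes. Library 3 of this group stood apart in the cerebellar gene Cbln3 (189.5 CPM, group median 1.115). How far it carries the rises of Otx2 and Zic1 is not given here. Camera called 16 lists, with adjusted p-values of 2.17e-15 for complex I, 3.12e-05 for complexes II and III, 1.29e-05 for complex IV, 2.44e-06 for the ATP synthase, 4.26e-06 for each mitochondrial ribosomal subunit, 3.12e-05 for glycolysis and 4.81e-05 for heat shock. With an estimated correlation the p-values were 0.0125, 0.0611, 0.054, 0.0285, 0.0627 (large subunit), 0.00464 (small subunit), 0.051 and 0.0654, and with that correlation no list passed (smallest adjusted p 0.199). For astrocyte, microglia and excitatory neuron markers camera gave 0.00277, 0.0118 and 0.0436, and 0.18, 0.323 and 0.11 as p-values with an estimated correlation. The small mitochondrial ribosomal subunit was the 1 list called by fry (adjusted p 0.0436), and without the 6 animals edgeR called no gene besides Slc25a1, by which they were picked.

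**Figure D3:**
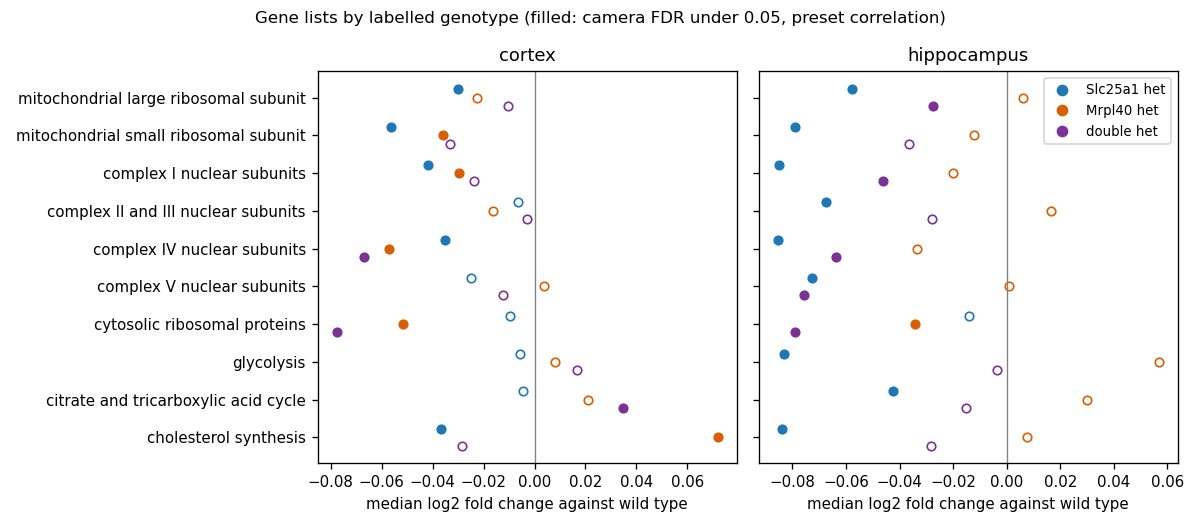
Median log2 fold change against libraries labelled wild type of 10 gene lists in each labelled genotype, in cortex and hippocampus; filled points mark an adjusted p under 0.05 by camera with its preset correlation, none of which holds with an estimated correlation. Complex I stands at -0.085 in hippocampus labelled Slc25a1 het and at -0.042 in cortex labelled Slc25a1 het.

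Hippocampus labelled Mrpl40 het also had higher counts of the nuclear copies of mitochondrial genes. Gm10222 rose from 215 to 289 CPM, a log2 fold change of 0.42 ± 0.064 (SE) with an edgeR adjusted p of 0.00421. Gm28439 was at 0.35 (adjusted p 0.0581), Gm13340, a copy of mt-Co1, at 0.35 and Gm10925 at 0.35 (0.117), which do not pass. All 11 copies lay above wild type and had an unadjusted p under 0.05. Their mean log2 CPM was 7.58 ± 0.071 (SD) in 7 libraries against 7.25 ± 0.085 in 8 wild-type libraries, a difference of 0.32 with a two-sided exact permutation p of 0.000155 (0.00155 adjusted), the smallest that 7 against 8 allow; 7 of 7 libraries lay above every wild-type library. The difference between the tissues was tested gene by gene, and edgeR called 0 genes for Mrpl40 het (1244 at an unadjusted p under 0.05; DESeq2 0).

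Interferon response genes lay below wild type in 21 of 22 members in hippocampus labelled Mrpl40 het (median -0.18, Ifit1 at -0.56 ± 0.18), as did all 16 genes of complement and antigen presentation (median -0.13) and all 12 astrocyte markers (median -0.10, Sox9 at -0.24 ± 0.091). Genes of the glutamatergic synapse lay above in 23 of 27 (median 0.095), with Grin1, the obligate NMDA receptor subunit, at 0.15 ± 0.051. The protocadherin gene Pcdhga5 was at 0.38 (adjusted p 0.0679). Choroid plexus markers, which tell of tissue from the ventricle, lay above in 8 of 9 (median 0.44), with Clic6 at 2.27 ± 0.60; Ttr, which encodes transthyretin, reached 38.5 CPM in 1 library against a mean of 3.28 ± 2.02 CPM (SD, n = 8) in wild type.

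By edgeR 1 of 20162 genes passed in hippocampus labelled Mrpl40 het, with 1651 at an unadjusted p under 0.05; DESeq2 called 13, 6 higher and 7 lower. Camera gave adjusted p-values of 0.000143 for interferon response, 0.00839 for complement, 0.000309 for astrocytes, 0.000281 for the glutamatergic synapse and 0.000281 for choroid plexus, and with an estimated correlation unadjusted p-values of 0.0605, 0.121, 0.0984, 0.0769 and 0.0166, and with that correlation no list passed (smallest adjusted p 0.715). Of these, choroid plexus alone had members past the test adjusted over the list alone, 2 (Clic6 and Kl) against 0 over all genes. Without the 6 animals edgeR called 0 genes, while the set difference of the copies was 0.32 (exact permutation p 0.000583).

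In hippocampus labelled double het the calls were again copies of mitochondrial genes: Gm10222 rose by 0.38 ± 0.064 (SE, edgeR adjusted p 0.0256) and Gm13340 by 0.40 ± 0.072 (0.0412). All 11 copies lay above wild type, with a median of 0.33 and a set difference of 0.33 (two-sided exact permutation p 0.000466, adjusted 0.00155, 6 of 7 libraries above every wild-type library). Against Slc25a1 het the set difference was 0.32 (exact permutation p 0.00466) and against Mrpl40 het 0.0084 (exact permutation p 0.904). Without the 6 animals the difference against Slc25a1 het was 0.28 from fewer libraries (exact permutation p 0.0476, adjusted 0.0793, which does not pass). Cytosolic ribosomal protein genes lay below in 66 of 80 members (median -0.079), complex I subunits in 31 of 36 (median -0.046) and ATP synthase subunits in 11 of 15 (median -0.076). With the length and GC trend removed, the mean difference went from -0.071 to -0.040 for cytosolic ribosomal proteins (exact permutation p 0.0524 and 0.126) and from -0.053 to -0.022 for complex I (0.11 and 0.347). Genes of the glutamatergic synapse lay above in 25 of 27 (median 0.066, Homer1 at 0.19 ± 0.090), and choroid plexus markers in 8 of 9 (median 0.30), with Ttr at 57.6 CPM in 1 library. Ndufaf2, an assembly factor of complex I, was at -0.26 (adjusted p 0.147).

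By edgeR 2 of 20162 genes passed in hippocampus labelled double het, with 1064 at an unadjusted p under 0.05; DESeq2 called 6. Without wild-type library 8, whose markers of neocortex lie high, 0 passed, and without the 6 animals none did besides Slc25a1, by which they were picked. None passed without the 3 hippocampus libraries with high cerebellar or choroid plexus markers, nor with the replicate block. Over 10 alternatives Gm10222 lost its call in 4 (log2 fold changes 0.34 to 0.42) and Gm13340 in 6 (0.33 to 0.42). With fewer libraries Gm10222 was at 0.36 ± 0.066 without library 8 and 0.35 ± 0.079 without the animals, Gm13340 at 0.38 ± 0.074 and 0.33 ± 0.087, and the set of copies at 0.29 without the animals (exact permutation p 0.00649). Camera gave 8.13e-14 for cytosolic ribosomal proteins, 3.29e-06 for complex I, 6.86e-05 for the ATP synthase, 0.00014 for the glutamatergic synapse and 0.000312 for choroid plexus; with an estimated correlation the unadjusted p-values were 0.0364, 0.104, 0.0558, 0.0713 and 0.021, and with that correlation no list passed (smallest adjusted p 0.767). Adjusted over the list alone, 4 cytosolic ribosomal, 3 ATP synthase and 3 choroid plexus genes passed, against 0 of each over all genes. The calls shared with Mrpl40 het were 1, Gm10222, where independent lists would share 9.92e-05 and simulated unchanged groups shared 0; with the wild-type animals split, double het had 0 calls with either group of wild-type animals and Mrpl40 het 0 and 3, so that sharing could not be tested in this way. The covariance of those fold changes across genes was 0.0142, against 0.012 ± 0.000401 (SD of 20 simulations) and -0.0013 after the split.

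For the interaction in hippocampus, complex I had positive values in 30 of 36 members (median 0.053), heat shock genes in 11 of 12 (median 0.16, Hspa1a at 0.48 ± 0.19) and interferon response genes in 18 of 22 (median 0.17). Among the 5 genes with the smallest p were Jund at 0.42 and Patl1, of messenger RNA decay, at -0.24, each with an edgeR adjusted p of 0.999. By edgeR 0 of 20162 genes passed, with 683 at an unadjusted p under 0.05, and DESeq2 called 0. Camera gave 0.000989, 9.55e-05 and 0.000266 for the lists, and 0.213, 0.0502 and 0.076 as unadjusted p-values with an estimated correlation, with which no list passed; no member passed, neither over all genes nor adjusted over the list alone.

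Against hippocampus labelled Slc25a1 het, heat shock genes of the double het lay above in 11 of 12 members (median 0.21), with Hspa1a at 0.46 ± 0.13 (SE), Hsph1 at 0.26 ± 0.072 and Hspa8 at 0.20 ± 0.062; 7 passed adjusted over the list alone and 0 over all genes. Camera gave 4.3e-09 and, with an estimated correlation, an unadjusted p of 0.0095, and with that correlation no list passed (smallest adjusted p 0.408). Among the 5 genes with the smallest p were Gm28439 at 0.34, Gm10222 at 0.32 and Emc10, of a membrane protein complex, at 0.22, with edgeR adjusted p-values of 0.201. By edgeR 0 of 20162 genes passed (1822 at an unadjusted p under 0.05; DESeq2 14). Against hippocampus labelled Mrpl40 het, edgeR called 0 genes (943 at an unadjusted p under 0.05; DESeq2 0); Lypd1, an inhibitor of nicotinic receptors, was at 0.30 and Tmem222 at -0.15, each with an adjusted p of 0.958. Interferon response genes lay above in 20 of 22 members there (median 0.13, Oasl2 at 0.42 ± 0.16), with a camera adjusted p of 8.05e-05 and, with an estimated correlation, an unadjusted p of 0.0547, with which no list passed.

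The difference between hippocampus and cortex in the effect of each genotype was tested within animals. For double het 5 genes passed by edgeR. Pcsk1n, which encodes the proSAAS inhibitor of a prohormone convertase, had a log2 difference of 0.67 ± 0.11 (SE, adjusted p 0.0171): its fold change was -0.49 ± 0.13 in cortex and 0.18 ± 0.15 in hippocampus. Zfp771, a zinc finger gene, had 0.76 ± 0.13 (adjusted p 0.0313; -0.55 in cortex and 0.22 in hippocampus) and Scand1, of the SCAN domain family, 1.75 ± 0.32 (adjusted p 0.0379; -1.09 and 0.60). Gm14681 (-0.42 ± 0.078) and ENSMUSG00000121607 (0.34 ± 0.065) passed as well, each with an adjusted p of 0.0379. None of the 5 passed within a tissue; the smallest adjusted p there was 0.115, for Pcsk1n and Zfp771 in cortex. Without wild-type hippocampus library 8 the number was 3 (Gm14681, Pcsk1n and Zfp771), with Scand1 at 1.76 ± 0.34. Without the 6 animals it was 0, with Pcsk1n at 0.59 ± 0.13, Zfp771 at 0.72 ± 0.16 and Scand1 at 1.51 ± 0.36 from fewer libraries. The lower cortex means of these genes were not particular to double het. Pcsk1n measured 315 CPM in wild type, 229 in Mrpl40 het and 224 in double het. For Zfp771 the cortex means were 18.25, 12.52 and 12.51 CPM, and for Scand1 5.01, 2.35 and 2.39 CPM, in the same order.

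For Slc25a1 het and Mrpl40 het, edgeR called 0 of 21354 genes for the difference between tissues, with 1281 and 1244 at an unadjusted p under 0.05, and DESeq2 called 0 in each; for double het the counts were 1074 and 15. Atp10d, a lipid flippase gene, was among the 5 genes with the smallest p for Slc25a1 het at 0.46 (adjusted p 0.816), and Susd5 for Mrpl40 het at -0.43 (0.829). Complex I subunits had a lower effect of Slc25a1 het in hippocampus than in cortex in 29 of 36 members (median -0.052), with a camera adjusted p of 0.000594 and, with an estimated correlation, a p of 0.159. Immediate early genes had a higher effect of double het in hippocampus in 22 of 24 members (median 0.30), with 0.000308 and 0.184. No list passed with an estimated correlation, and no member of either list passed, neither over all genes nor adjusted over the list alone.

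In the animals labelled wild type, hippocampus and cortex differed in 12932 of 21354 genes (60.6%), 6498 higher and 6434 lower in hippocampus; DESeq2 called 12647. Hippocampus markers were higher in 14 of 15 members (median 3.14), and 10 of 13 neocortex markers were lower (median -1.61), with Rspo1 of Wnt signalling at -3.91. Immediate early genes were lower in hippocampus in 19 of 24 members (median -1.88), with Npas4 at -2.99 and Fos at -3.50. Gria1, an AMPA receptor subunit, was higher by 1.89 and Gfap, the filament protein of astrocytes, by 2.81. The counts adjusted over the list alone were the same, 14, 10 and 19. Camera gave 8.87e-18, 1.91e-06 and 2.41e-06 for the lists; with an estimated correlation the p-values were 8.13e-07, 0.000396 and 0.113, of which the first 2 passed over the lists. Mrpl40 was lower in hippocampus by a log2 fold change of -0.18 (adjusted p 0.00391), and Slc25a1 stood at -0.016 (adjusted p 0.756).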

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

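The fits that leave out libraries or animals were chosen after the result was seen. In 96 groups of 7 to 9 libraries, the highest or lowest library was compared with its neighbours, and 6 groups held a library far from the others, where chance flags about 1 in 20 groups, or 4.8 here. Wild-type hippocampus library 8 stood apart in 3 of them, with means of 4.85 log2 CPM for neocortex markers (nearest other library 4.20), 5.91 for hippocampus markers (nearest 6.26) and 3.63 for thalamic neuron markers (nearest 3.30). Wild-type cortex library 3 lay low in choroid plexus markers at -1.15 log2 CPM (nearest -0.52). Wild-type cortex library 8 lay high in thalamic neuron markers at 3.31 log2 CPM (nearest 3.17). Cortex Mrpl40 het library 2 lay high in cytosolic ribosomal protein genes at 5.08 log2 CPM (nearest 4.93).

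For double het, the effect in hippocampus differed from that in cortex by the edgeR test of the difference itself in 5 genes. The log2 differences were 0.67 for Pcsk1n, 1.75 for Scand1, 0.76 for Zfp771, -0.42 for Gm14681 and 0.34 for ENSMUSG00000121607. The number was 3 without wild-type hippocampus library 8, 0 without the 3 hippocampus libraries with high cerebellar or choroid plexus markers, 0 without the 6 animals, 1 with 2 surrogate variables and 1 with no animal block. Over the alternatives run for this difference, it ranged from 0.59 to 0.67 for Pcsk1n, 1.51 to 1.78 for Scand1 and 0.72 to 0.79 for Zfp771. For Gm14681 the range was -0.44 to -0.40 and for ENSMUSG00000121607 0.32 to 0.35. Length and GC offsets were not among them, so that a length or GC trend was not tested as a cause. The mean slope on GC content differed between double het and wild type in cortex (-0.0194 against 0.0137) more than in hippocampus (0.00059 against 0.00415).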

How the results depend on the processing

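Fits without libraries or with length and GC offsets were chosen after seeing the data; the other alternatives were planned. Of 192 alternative values of the counts of genes and lists, 116 stayed within 1.5 times the main count, counts of 0 in both included. Another 39 were lower and 37 higher, and a count cannot reverse. Of 1157 alternative values of single genes, 1019 kept their direction and side of the threshold, 79 lost a call, 50 gained one and 9 reversed. Except where fewer libraries were used, the cause was not tested. The deposited normalized counts left all 12 fold changes of the targeted genes in place. By depth and group size, changes of 1.2-fold were recovered in 53.7% of simulated cases for cortex double het, and in 14.9% for the cortex interaction.

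Without the 6 animals, which were picked by Slc25a1 so that its own call there is no test, the number of genes called in cortex was 1 for Slc25a1 het, 2 for double het, 1 for the interaction, 0 for double het against Slc25a1 het and 3 against Mrpl40 het. In hippocampus it was 1 for Slc25a1 het, 0 for Mrpl40 het, 1 for double het and 1 for double het against Mrpl40 het, and 0 for the tissue difference of double het. Lists called were 13 for cortex Slc25a1 het and 6 for the cortex interaction. The log2 fold change of Mrpl40 reversed to 0.0017 in cortex double het and to 0.027 in hippocampus Mrpl40 het.

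DESeq2 called 23 genes for cortex Mrpl40 het, 111 for double het, 2 for the interaction, 73 for double het against Slc25a1 het and 13 against Mrpl40 het. In hippocampus it called 13 for Mrpl40 het, 6 for double het and 14 for double het against Slc25a1 het, and 15 for the tissue difference of double het. Mrpl40 in hippocampus Mrpl40 het reversed to 0.0046. With a fold of at least 1.2 the counts were 3 for cortex Mrpl40 het, 3 for double het and 6 for double het against Slc25a1 het. With no filter they were 22 for cortex double het, 1 for the interaction, 20 for double het against Slc25a1 het, 2 for hippocampus Mrpl40 het and 1 for hippocampus double het, and Mrpl40 in hippocampus Mrpl40 het reversed to 0.0093.

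With 2 surrogate variables edgeR called 61 genes for cortex double het, 2 for the interaction and 2 for double het against Mrpl40 het. In hippocampus it called 5 for Mrpl40 het, 5 for double het and 5 for double het against Slc25a1 het, and 1 for the tissue difference of double het. Slc25a1 in cortex Mrpl40 het reversed to -0.060 and Mrpl40 in hippocampus Mrpl40 het to 0.0016. With DESeq2 size factors the cortex interaction had 1 gene and hippocampus Mrpl40 het 2, and Mrpl40 in hippocampus Mrpl40 het reversed to 0.0057. With length and GC offsets the cortex interaction had 1 gene, hippocampus Mrpl40 het 7 and double het 5, and cortex Slc25a1 het 3 lists; Mrpl40 reversed to 0.0041 in cortex double het and to 0.024 in hippocampus Mrpl40 het.

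With the replicate block, the counts in cortex were 8 for double het, 2 for the interaction and 4 for double het against Mrpl40 het. In hippocampus they were 3 for Slc25a1 het, 0 for Mrpl40 het, 0 for double het, 4 for the interaction and 1 for double het against Slc25a1 het. Over all alternatives the log2 fold change of Gm10222 stayed within 0.38 to 0.44 in hippocampus Mrpl40 het and 0.34 to 0.42 in double het. Replicate numbers were not taken as paired, since they stand for different animals and not every pair correlated over 0.1 (22 of 42 pairs in cortex and 18 of 39 in hippocampus did). Libraries of the same number in different genotypes had a median correlation across genes of 0.13 in cortex (-0.406 to 0.531; other pairs -0.0255) and 0.055 in hippocampus (-0.456 to 0.528; other pairs 0.00976), so that a shared factor is not excluded. With no animal block the tissue difference of double het had 1 gene.

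With only the compared genotypes in the fit, hippocampus Mrpl40 het had 6 genes and double het 1. Without 3 hippocampus libraries, hippocampus double het had 0 genes, its tissue difference 0 and the hippocampus interaction 15 lists. The set of copies in hippocampus double het still differed from wild type by 0.33 without them (exact permutation p 0.000999), as in the main fit. Without wild-type hippocampus library 8, hippocampus double het had 0 genes and its tissue difference 3. Camera with an estimated correlation called 0 lists in cortex and hippocampus for Slc25a1 het, Mrpl40 het, double het and the interaction, and fry called 0 in each except hippocampus Slc25a1 het, with 1. With wild-type animals split, the calls shared by comparisons numbered 0 in cortex and 0 in hippocampus, a number fixed in advance, since double het then had 0 calls.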

Other observations

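In hippocampus libraries labelled Mrpl40 het, 10 of 12 markers of inhibitory neurons lay below wild type (median log2 difference -0.12), with Gad1, an enzyme of GABA synthesis, at -0.17, and camera gave an adjusted p of 0.0141 (p 0.14 with an estimated correlation). In libraries labelled Slc25a1 het, 19 of 26 genes of ATF4 and the integrated stress response lay above (median 0.066, camera 0.0195, p 0.189 with an estimated correlation), as did 16 of 18 circadian clock genes (median 0.060, camera 0.00565, p 0.11 with an estimated correlation). Genes of the citrate cycle lay below in 21 of 26 (median -0.043, camera 0.000393, p 0.111 with an estimated correlation). None of these calls holds over the lists with an estimated correlation, and no member passed, neither over all genes nor adjusted over the list alone.

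From the genes listed as differing between C57BL/6 substrains, 7 were examined. Nnt, also listed, did not match a single gene row and was left out. Of the 7, 3 had the tissues of all animals on the same side of their widest gap (Wdfy1, Ide and Entpd4b). Crb1, Cyfip2, Entpd4 and Fgfbp3 had 2, 4, 9 and 5 animals on different sides. Wdfy1, an endosomal adaptor gene, lay at 24.3 to 29.8 CPM in 20 of 30 cortex libraries and at 38.6 to 45.5 CPM in the other 10. Ide, the insulin-degrading enzyme gene, lay at 43.2 to 52.8 CPM in 13 cortex libraries and at 71.6 to 82.1 CPM in 17. Cbln3, a cerebellar granule cell gene, reached 189.5 CPM in hippocampus Slc25a1 het library 3, where the group median was 1.11 CPM. Ddx3y, of the Y chromosome, had its lowest cortex value at 28.6 CPM in wild type.

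The tests of the Slc25a1 levels and of the mitochondrial copies were chosen after the result was seen, and the set of copies was put together after its calls were seen. Slc25a1 went against the label in 6 animals. A swap of libraries within a tissue is argued against by 0 of these animals having their tissues on different levels, and counting error by 0 of their 12 libraries having a 95% interval that reaches the other libraries of the labelled group. A wrong genotype label could account for it: wild-type animals 6 and 7 lay at no more than 0.53 of the wild-type median. No value decides this, since the genotype itself was not measured, and a biological cause in these animals stays untested.

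Counts of nuclear copies of mitochondrial genes were higher in libraries labelled Mrpl40 het and double het. A length or GC trend is argued against by a cortex Mrpl40 het difference of 0.25 with the trend removed, and the 6 animals by 0.26 without them. A variant at a single mitochondrial gene is argued against by higher copies of 7 mitochondrial genes. Of the copies counted there, Gm13340 alone lies outside 1 block of chromosome 1 (24611535 to 24616197). They are therefore not independent, and a change of that block as a whole was not tested. In hippocampus labelled Mrpl40 het, the copies on chromosomes 2 and 13 lay above wild type as well, by 0.29 to 0.42. The reads may come from mitochondrial transcripts themselves, and both sources cannot be told apart for the identical copies. Copies that are not identical had a median of 0.20 in cortex labelled Mrpl40 het, which leaves this open. This median cannot decide it, since Gm28438 and Gm29216 among them hold 1 mismatch each. An effect of the Mrpl40 genotype stays among the open explanations.

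Complex I genes lay lower in hippocampus Slc25a1 het, and cytosolic ribosomal protein genes in cortex double het. For complex I in hippocampus Slc25a1 het, a length or GC trend as the whole cause is argued against by a difference of -0.073 with the trend removed, and tissue from outside the hippocampus in the 3 libraries where its markers lie high by -0.098 without them. For cytosolic ribosomal proteins in cortex double het the difference went from -0.083 (exact permutation p 0.0219, adjusted 0.163, which does not pass) to -0.045 (exact permutation p 0.106) with the trend removed, so that a trend and a change of these genes cannot be told apart there. The genotype stays open as a biological explanation.

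Other splits of the samples into groups of the same sizes were fitted in the same way, 100 for comparisons within a tissue. Fewer than 5 of the 100 splits, the real one included, called as many genes as the real one in the following comparisons. In cortex these were Mrpl40 het (6 genes, highest other split 6, 2 splits) and double het (14, 2, 1 split). Cortex double het against Slc25a1 het (12, 47, 2 splits) and against Mrpl40 het (1, 1, 3 splits) were also among them. In hippocampus they were Mrpl40 het (1, 1, 2 splits) and double het (2, 10, 2 splits). These shares were not adjusted over the comparisons and do not exclude chance. In all of these but cortex double het against wild type, another split called as many genes or more. With 0 genes called the count is no test of chance, since every split gives at least as many. This holds for cortex Slc25a1 het (highest other 116) and the interaction (35). It also holds for hippocampus Slc25a1 het (1), the interaction (66) and double het against Slc25a1 het (20) and Mrpl40 het (1). Splits that call several times the real count point to a structure of the samples, and what they separate was not tested. For the tissue difference with 24 splits, no other split called as many genes for double het (5, highest other 0, 1 split). Nor did any for wild-type tissues (12932, highest other 9992, 1 split). With 0 genes called the count is again no test for Slc25a1 het (highest other 4) or Mrpl40 het (highest other 0). The number of gene lists was counted in splits for comparisons with wild type within a tissue and the interactions only, and chance cannot be excluded in these: cortex Slc25a1 het 6 (highest other 23; 65 splits), Mrpl40 het 12 (19; 29), double het 7 (15; 46) and interaction 10 (18; 26), and hippocampus Slc25a1 het 16 (18; 6), Mrpl40 het 10 (20; 47), double het 9 (18; 46) and interaction 7 (23; 72).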
